A study of Mus musculus with 18 samples.

How the data were processed

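The series covers 18 samples of mouse cells in 10 groups, of which 14 had a processed file. In mouse embryonic fibroblasts, RNA-seq and ATAC-seq libraries were made 48 h after doxycycline switched on lentiviral vectors for Brn2 (gene Pou3f2) and Myt1l, without or with Ikzf1 and Ikzf4, with 3 libraries per group and assay. In addition, 1 multiome ATAC library (chromatin accessibility of single nuclei) was given for a control carrying mCherry, from retina and labelled as Muller glia, and 1 for Ikzf1/4. The labels of the Ikzf1/4 sample give no tissue or cell type beyond its title. Both samples are described with tamoxifen and 14 days, while per the file headers the run names of both carry a time of 48 h, and the sources used here do not settle which time applies. The single-cell RNA-seq samples and the RNA part of the multiome were not analysed here.

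Per the labels, the RNA-seq files are salmon estimates for Ensembl transcripts from poly(A)-selected RNA. The authors deposited estimated counts (reads that need not be whole numbers) and TPM for each library. The salmon version and the annotation release are not given in the sources used here. The authors also deposited a table of their own comparison, made with DESeq2 per the labels. That deposited table gives a mean normalised signal per gene, a log2 fold change with its standard error, a Wald score, and raw and adjusted p-values. Whether its log2 fold changes were shrunk is not given in the sources used here. Its median standard error was 0.049 for genes with a mean under 2. It was 0.172 at a mean of 100 to 200 and 0.065 over 1000. Low standard errors at the lowest counts go with shrunk values, so the fold changes printed here may be shrunk. Genes without an adjusted p in it were left out of counts of calls. The ATAC-seq files are peak lists called per library with MACS2, per the labels. In these lists the authors' score is 10 times the -log10 q, cut to a whole number. The deposited lists also hold a fold over the caller's background (a ratio) and -log10 values of p and q. The aligner, the MACS2 version and the genome build are not given in the sources used here. Peak coordinates ran past the end of chromosome 1 of mm10, so they were not set against genes of that build. Per the file headers, the multiome fragment files came from cellranger-arc 2.0.1 with an mm10 reference, and they list each unique fragment of each barcode with its counts of read pairs.

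The sources used here do not pair transcripts with genes. The test planned per gene was therefore run per transcript, and gene results come from the authors' deposited table. Estimated counts were rounded to whole numbers, filtered with filterByExpr, scaled with TMM and tested with edgeR 4.0.16 (quasi-likelihood F test, R 4.3.3), with Benjamini-Hochberg adjustment over 43526 transcripts and a threshold of 0.05. DESeq2 1.42.0 and limma 3.58.1 were run as alternatives. On simulated counts for these 43526 transcripts, with 100 transcripts changed at each size, the edgeR test recovered 31% of changes of 1 and 59% of changes of 2 on the log2 scale. It made 8 false calls, 8.2% of its calls. On the same simulated counts DESeq2 recovered 49% and 84% and made 197 false calls, 59.7% of its calls. The changed transcripts were drawn from those with a mean of at least 1 CPM, so the recovered shares hold for such transcripts. Few transcripts were changed, so these shares of false calls do not carry over to data with more changes.

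The 7 gene lists of 20 genes were fixed before the data were examined. With no gene counts, they were tested on the deposited Wald scores with cameraPR of limma at a preset correlation of 0.01, adjusted over the 7 lists. Each median was also placed among 10000 random lists of the same size matched on mean expression. Simulated lists made to rise and to fall in this comparison, over 16757 genes, lay at the 100.0 and 0.0 percentiles, and an unchanged list lay at 8.4. Of the gene IDs in the deposited table, 99.2% were found in the gene name table.

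Peaks of the 6 libraries were merged where they overlapped by 1 bp. A gained peak was present in all 3 libraries with Ikzf1 and Ikzf4 and in none of the 3 without, and a lost peak the reverse. On 20000 simulated peaks, all 2044 gained and all 1974 lost peaks were recovered. Peak numbers were compared with two-sided exact permutation tests, whose smallest p for 3 against 3 is 0.1. Where a change fell in the genome relative to genes, sequence motifs, and peaks near changed genes were not analysed here, because the build was not stated.

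Multiome cells were barcodes with at least 3000 fragments, a gene-end enrichment of at least 4, and fragments below the 99th percentile of their library. No other doublet caller was run. The gene table (assembly GRCm38.p6) was used without strand, so enrichment was taken at both gene ends (within 500 bp) in place of transcription start sites. Windows covered the gene and 2 kb on both sides. Cells of both libraries were clustered together in 5 kb bins (TF-IDF, truncated SVD with 31 components, Leiden at resolution 0.5). The first component was left out because it followed depth (Pearson r of 0.85 across cells). Clusters were named "-like" when at least 3 of a type's fixed markers were at least 2 times higher than in the other cells and no other type led. Names rest on accessibility, not on RNA. With 1 library per group no test was run. Intervals of counts, shares and ratios are exact 95% Poisson or binomial (Clopper-Pearson) intervals. Those of share differences are 95% Newcombe intervals, built from Wilson score intervals of both shares, and are not exact. All cover counting error only. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9 and matplotlib 3.10.9.

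Named items followed a rule written before the data were examined. For genes it took the factors, the 5 largest rises and 5 largest falls past the threshold with a mean of at least 5 CPM, and up to 2 members per list with the smallest adjusted p. A requirement that the groups not overlap could not be applied to the deposited table, which holds no values per library. For peaks it took the 3 gained and 3 lost with the highest mean score. For the multiome it took the first 3 markers of each type and the 3 clusters with the largest share difference. Some of these markers are not reported here. Alternatives were other tests, scalings, filters, peak thresholds, overlap rules, cell minimums, thinning, cluster resolutions and windows, and leaving out each library.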

Results

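The fibroblast experiments asked what adding the transcription factors Ikzf1 and Ikzf4 to Brn2 and Myt1l changes in gene expression and chromatin accessibility after 48 h. Mouse embryonic fibroblasts are connective tissue cells grown from embryos, and Brn2 and Myt1l are neuronal transcription factors. The RNA-seq libraries without Ikzf1 and Ikzf4 held 41107305, 34966344 and 44270426 estimated reads. Those with both held 41871989, 38910839 and 41835305. ATAC-seq, which reads open chromatin by transposase insertion, was compared through peak lists of 3 libraries per group. The multiome experiment compared 1 control library of retina with 1 library labelled Ikzf1/4, whose labels repeat its title in place of a tissue.

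The added factors were examined first. In the authors' deposited table Ikzf4 (ENSMUSG00000002578) was higher by a log2 fold change of 8.54 (SE 0.15) and Ikzf1 (ENSMUSG00000018654) by 7.76 (SE 0.17). Myt1l, present in both groups, was higher by 0.50 (SE 0.17, DESeq2 adjusted p 0.0157) in the authors' deposited table. Pou3f2 did not pass the threshold there, at -0.05 (SE 0.08, DESeq2 adjusted p 0.689).

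Across transcripts, edgeR's quasi-likelihood test called 3095 of 43526 at an adjusted p under 0.05, of which 1847 were higher and 1248 lower with Ikzf1 and Ikzf4. At an unadjusted p under 0.05 there were 9608. Among called transcripts the median absolute log2 fold change was 0.63, and 924 exceeded 1. The groups did not overlap for 31.2% of tested transcripts, where chance gives 10%. The biological coefficient of variation was 44.7%. The alternative that moved this count most, apart from the fit described with the pairing check, was a test against an absolute log2 fold change of 1, which called 57. Calls rose with depth, from 1.5% in the lowest of 5 equal groups by mean CPM to 18.5% in the highest.

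The largest rise was that of ENSMUST00000222067.1, with 2 reads over the libraries without Ikzf1 and Ikzf4 and 110346 over those with them (905.6 ± 129 CPM, SD, n = 3; edgeR adjusted p 0.000175). Its ratio was 54100, with a 95% counting interval of 15000 to 447000 from the reads of the lower group. ENSMUST00000221150.1 had 0 reads without and 11712 with, at least 3830-fold higher against a floor of 3 reads over the group (edgeR adjusted p 0.00236). ENSMUST00000108049.8 went from 1327 reads to 0, at least 451-fold lower against the same floor (edgeR adjusted p 0.0248). ENSMUST00000049209.12 fell from 35.77 ± 5.48 to 4.086 ± 0.653 CPM (SD, n = 3), a log2 fold change of -3.13 (SE 0.17, edgeR adjusted p 0.00215). Estimated reads of isoforms of a gene can be exchanged by the quantification, so values of single transcripts are uncertain. Transcripts were not paired with genes, so those of the added factors could not be left out of this ranking. Both named rises may therefore be of Ikzf1 or Ikzf4 themselves. Among called genes with a mean of at least 5 CPM, the largest rise in the authors' deposited table apart from these factors was 3.26.

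For genes, the authors' deposited table held 16757 with an adjusted p, of which 5133 were under 0.05, 2558 higher and 2575 lower. The median log2 fold change of these 16757 genes in the authors' deposited table was -0.0004. An absolute log2 fold change over 1 was required as well in an alternative, which left 208 higher and 153 lower genes of the authors' deposited table. Apart from the added factors, and among called genes with a mean of at least 5 CPM, the largest rises in the authors' deposited table were those of Vwc2l (3.26, SE 0.19), Cbln2 (3.14, SE 0.12), Prl3a1 (2.96, SE 0.13), Sncg (2.65, SE 0.12) and Pgr15l (2.64, SE 0.15). Among the same genes the largest falls in the authors' deposited table were those of Gc (-2.88, SE 0.13), Syt4 (-2.32, SE 0.11), Fibin (-2.28, SE 0.09), Gbp3 (-2.19, SE 0.14) and Tle6 (-2.02, SE 0.17). Among these 10 genes the DESeq2 adjusted p in the authors' deposited table was highest for Tle6, at 4.31e-32.

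Of the 7 gene lists, those of interferon response and of fibroblasts were lower. The interferon-response median in the authors' deposited table was -0.75, with 18 of 20 members lower and 15 called lower (16 adjusted over the list alone; cameraPR of limma, adjusted p 2.75e-13). The medians of 95% of random lists matched on mean expression lay between -0.11 and 0.10. Oasl2 (-1.94, SE 0.11) and Parp14 (-0.75, SE 0.07) had its smallest adjusted p in the authors' deposited table. The fibroblast median in the authors' deposited table was -0.38, with 16 of 20 members lower and 12 called lower (13 adjusted over the list alone; cameraPR of limma, adjusted p 4.13e-12). Dcn (-1.77, SE 0.08) and Col3a1 (-1.29, SE 0.06) led it in the authors' deposited table. Both list calls held at preset correlations of 0.05 and 0.1, while fry and an estimated correlation need gene counts per library and were not run.

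**Figure D1:**
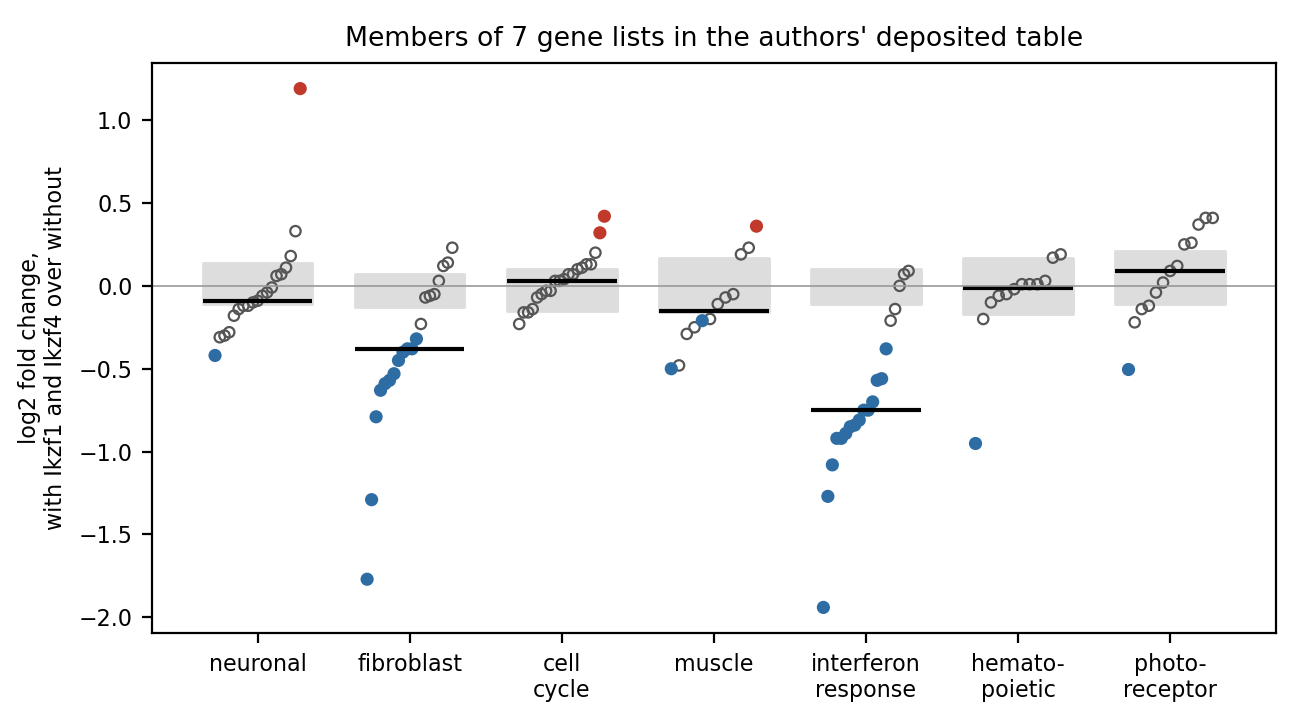
Log2 fold change (with Ikzf1 and Ikzf4 over without) of each list member with an adjusted p in the authors' deposited table. Filled points have an adjusted p under 0.05 (red higher, blue lower), black lines are list medians, and grey bands hold the medians of 95% of random matched lists; the interferon-response (-0.75) and fibroblast (-0.38) medians lie below their bands.

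The other lists did not pass the threshold with cameraPR of limma. In the authors' deposited table the neuronal median was -0.09 (mean -0.01; adjusted p 0.853), with Ina higher (1.19, SE 0.18) and Tubb3 lower (-0.42, SE 0.10), 2 calls adjusted over the list alone. The cell-cycle median in the authors' deposited table was 0.03 (adjusted p 0.706), with Mcm2 (0.42, SE 0.07) and Mcm5 (0.32, SE 0.11) higher, 2 calls adjusted over the list alone. The muscle median in the authors' deposited table was -0.15 (adjusted p 0.599), with Acta2 lower (-0.50, SE 0.06) and Cnn1 higher (0.36, SE 0.06), 3 calls adjusted over the list alone. The hematopoietic median in the authors' deposited table was -0.01 (adjusted p 0.599), with Ebf1 lower (-0.95, SE 0.10), 1 call adjusted over the list alone. The photoreceptor median in the authors' deposited table was 0.09 (adjusted p 0.853). Its only call was Opn1sw, lower by -0.50 (SE 0.20) at a mean normalised count of 13.02, with 0 calls adjusted over the list alone.

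In the ATAC-seq libraries without Ikzf1 and Ikzf4, 200040, 169646 and 131297 peaks had been called, covering 124.5, 109.1 and 73.4 Mb. In those with both, 197858, 200383 and 207243 peaks covered 113.3, 120.4 and 121.1 Mb. The means were 166994.3 ± 34400 and 201828 ± 4860 peaks (SD, n = 3), a difference of 34833.7 that an exact permutation test did not separate from chance (two-sided p 0.2, smallest possible 0.1). Peaks at -log10 q of at least 5 numbered 42479.3 and 57887.3 on average, and those at or above the median -log10 q of all peaks 78205 and 106206.3. Both differences had an exact permutation p of 0.1, the smallest possible, so this design could not have passed 0.05. Covered length had an exact permutation p of 0.4. Without replicate 3 of the group with Brn2 and Myt1l alone (BM), the library with the fewest peaks, the difference in peak number was 16985.

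Merging gave 321676 regions, of which 76980 were present in all 6 libraries. There were 30344 gained and 11805 lost peaks, a ratio of 2.57. Taking the 131297 highest peaks of each library, the alternative that moved this ratio most, gave 17558 gained and 15690 lost, a ratio of 1.12. Without BM replicate 3 the ratio was 1.27, with 24847 lost peaks. The overlap of peak sets (Jaccard index) was 0.553 to 0.66 among libraries without Ikzf1 and Ikzf4, 0.689 to 0.695 among those with both, and 0.404 to 0.491 between groups. The merged regions of gained and lost peaks were narrower (medians 522 and 580 bp) than those in all 6 libraries (1175 bp). Regions in all 6 libraries join peaks of more libraries, so part of this difference is built in. Single peaks had medians of 412 to 483 bp per library.

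**Figure D2:**
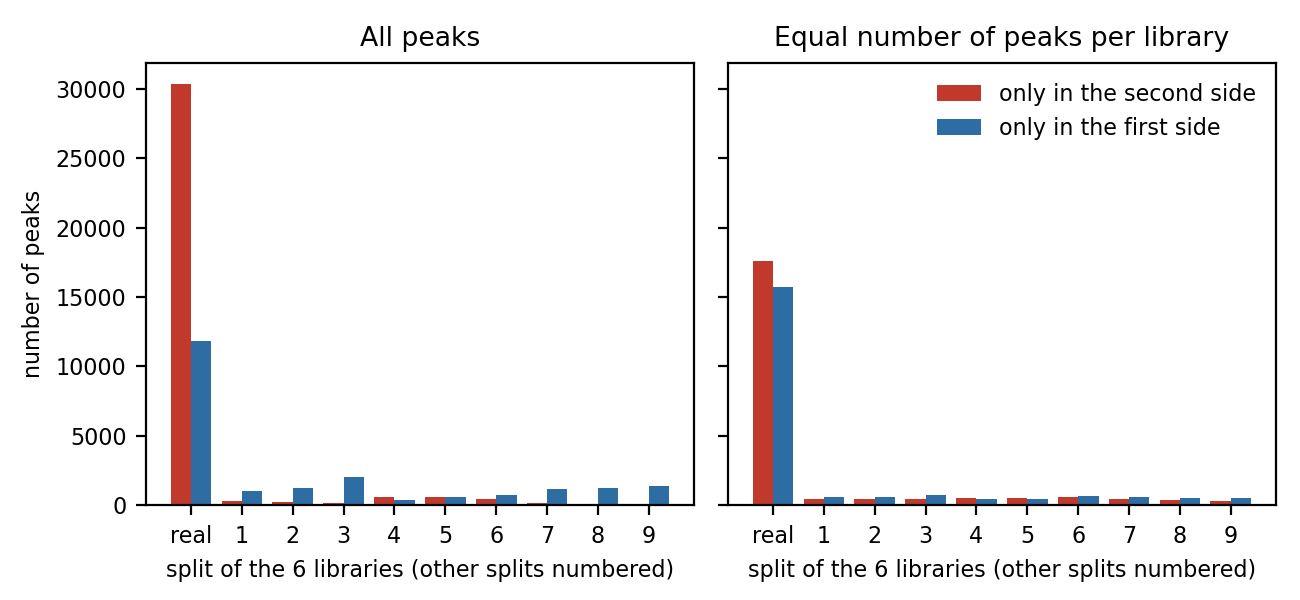
Number of peaks present in all 3 libraries of a side and in none of the other, for the real grouping (red gained, blue lost) and the other splits of the 6 libraries. The real grouping gave 42149 such peaks with all peaks and 33248 with an equal number per library, against at most 2203 and 1313 in the other splits.

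The gained peaks with the highest mean of the authors' score lay on chromosome 11 from 11668907 to 11669801 (score 3310.7), chromosome 10 from 128071127 to 128071853 (2514.7) and chromosome 10 from 128078104 to 128078372 (1729.0), in the coordinates of the deposited lists, whose build is not given in the sources used here. The 6 highest gained peaks, a number chosen after their values were seen, were all on chromosomes 10 and 11, and their sharp edges were shared by other peaks of like score. In the GRCm38.p6 gene table, Ikzf4 is on chromosome 10 and Ikzf1 on chromosome 11. Its positions within chromosomes do not apply to the coordinates of these lists. The highest lost peaks were on chromosome 8 from 20011790 to 20012987 (249.3), chromosome 7 from 28162570 to 28163025 (204.7) and chromosome 14 from 72058803 to 72059378 (178.3).

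The multiome control library held 52119123 unique fragments (1.96 read pairs per fragment) and the Ikzf1/4 library 29358834 (4.59 read pairs per fragment). With at least 3000 fragments there were 1964 and 762 barcodes, of which 96.3% (95.3 to 97.1) and 91.6% (89.4 to 93.5) passed the enrichment limit. The 1872 control cells had a median of 6214.5 fragments and the 691 Ikzf1/4 cells one of 10945. A minimum of 10000 fragments, which moved these numbers most, left 352 and 387 cells.

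Clusters of both libraries together are given with their share in the control and the Ikzf1/4 library. The largest share differences were in cluster 5 (rod-like; 4.81%, 3.88 to 5.88, against 18.8%, 16.0 to 21.9), cluster 1 (Muller glia-like; 21.4%, 19.6 to 23.4, against 9.7%, 7.59 to 12.2) and cluster 4 (bipolar-like; 6.41%, 5.34 to 7.62, against 17.2%, 14.5 to 20.2). By class, the Muller glia-like share differed by -15.4 percentage points (interval -18.9 to -11.7) and the rod-like share by 14.0 (11.1 to 17.2). The bipolar-like share differed by 0.7 (-3.4 to 4.9), within counting error, but its clusters differed in opposite directions beyond counting error, cluster 0 by -10.1 (-13.6 to -6.4) and cluster 4 by 10.8 (7.9 to 14.0). Cluster 0 held most of this class in the control. The microglia or other-like share differed by -3.2 (-4.7 to -1.5). The cone-like class held 259 control and 138 Ikzf1/4 cells, but windows that define that class differed within it between the libraries, so no change of its size is read from it. These are differences between 2 libraries, and the minimum of fragments and the unequal depth bear on all of them.

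**Figure D3:**
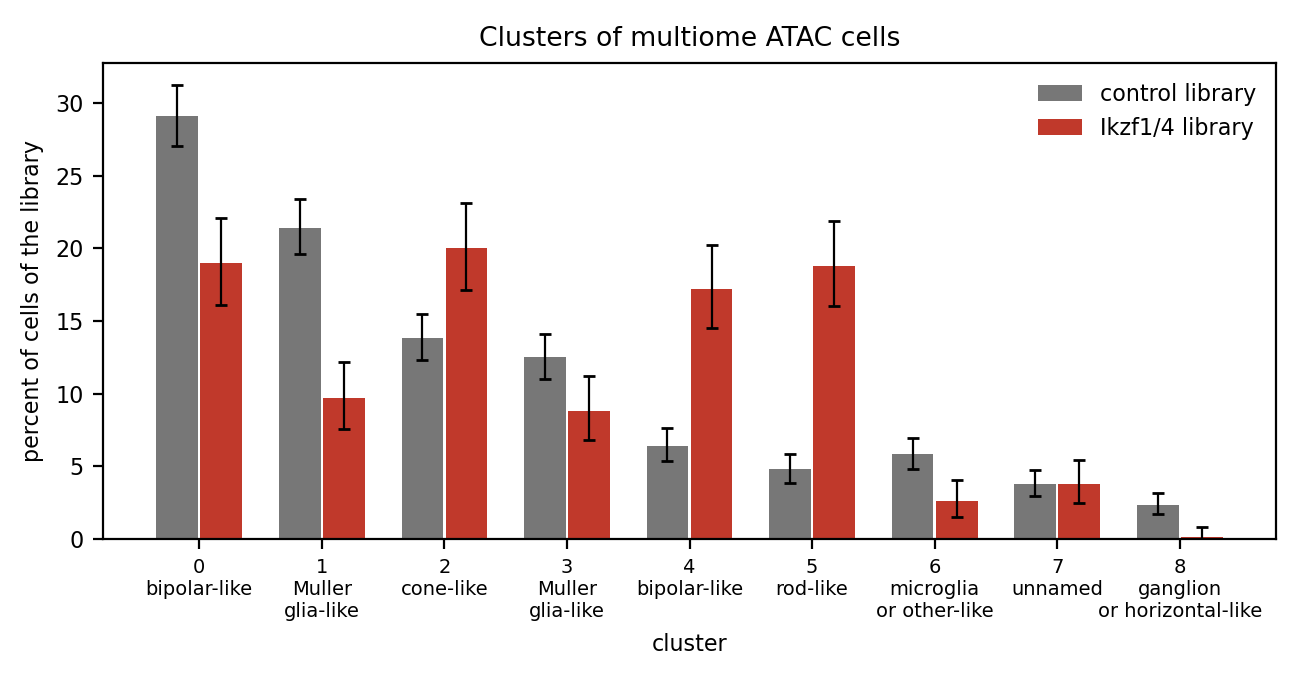
Percent of cells of each library in each cluster, control grey and Ikzf1/4 red, with exact 95% binomial intervals for counting error only. Cluster 5 (rod-like) holds 4.81% of control and 18.8% of Ikzf1/4 cells.

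**Figure D4:**
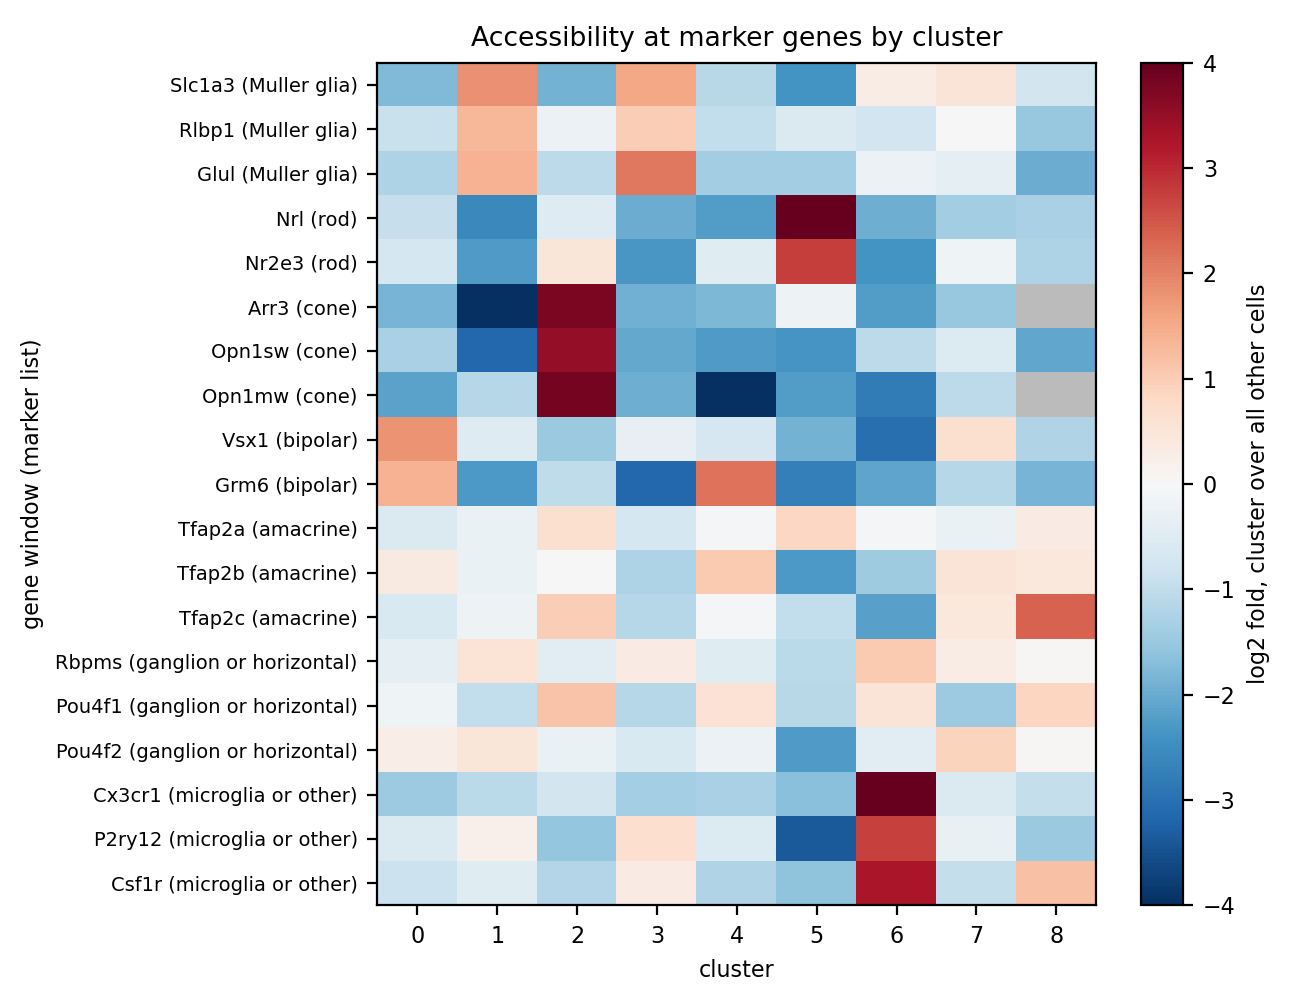
Log2 fold of fragments over the windows of marker genes of each cell type, each cluster against all other cells. Colours are clipped at the ends of the scale, and grey marks a window without fragments in that cluster.

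Over all cells, fragments scaled to CPM in the windows of these rod markers were higher in the Ikzf1/4 library, with ratios to the control of 2.92 for Nrl (2.43 to 3.51) and 1.84 for Nr2e3 (1.61 to 2.11). The Muller glia markers were lower, at 0.74 for Slc1a3 (0.66 to 0.82), 0.83 for Rlbp1 (0.73 to 0.96) and 0.82 for Glul (0.75 to 0.90). At a minimum of 10000 fragments the intervals of Rlbp1 (0.96, 0.79 to 1.16) and Glul (0.94, 0.82 to 1.07) included 1. Among cone markers, Opn1sw was at 0.56 (0.41 to 0.76), Opn1mw at 0.78 (0.63 to 0.96) and Arr3 at 0.84 (0.67 to 1.04). Opn1mw and Arr3 lie on chromosome X, whose fragments in cells were at 18443 CPM in the Ikzf1/4 library and 23627 in the control, so no difference beyond that of the whole chromosome is read from their ratios. Whether the libraries differ in sex is not known. Bipolar markers were at 1.51 for Grm6 (1.28 to 1.78) and 0.91 for Vsx1 (0.61 to 1.32). Of the amacrine markers, Tfap2a was at 1.21 (1.06 to 1.38), Tfap2b at 1.04 (0.75 to 1.44) and Tfap2c at 0.95 (0.74 to 1.22). Rbpms was at 0.82 (0.73 to 0.92), Pou4f1 at 1.04 (0.80 to 1.35) and Pou4f2 at 0.73 (0.47 to 1.11). P2ry12 was at 0.55 (0.44 to 0.68), Csf1r at 0.78 (0.64 to 0.95) and Cx3cr1 at 0.76 (0.56 to 1.02). Intervals that include 1 show no difference detectable at this depth and setting. Of these markers, Cx3cr1 had an interval below 1 at a minimum of 10000 fragments (0.47, 0.34 to 0.66), and Cx3cr1 (0.72, 0.53 to 0.96) and Arr3 (0.78, 0.63 to 0.98) had one when scaled to fragments in gene windows. Since clusters were made from the same fragments, these ratios repeat the share differences in part.

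Over all barcodes, the window of Ikzf4 (chromosome 10, 128630839 to 128669671 in GRCm38.p6) held fragments at 23.2 CPM in the control and 33.8 in the Ikzf1/4 library, a ratio of 1.45 (1.33 to 1.58). The window of Ikzf1 (chromosome 11, 11684962 to 11772930) held 41.0 and 27.6, a ratio of 0.67 (0.62 to 0.73). The ratio was 1.06 (0.93 to 1.22) for Pou3f2 and 0.89 (0.86 to 0.92) for Myt1l.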

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

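The tests in this part were chosen after the result was seen. Chromosome Y was in no comparison of the report and gave fragments at 445 CPM in the Ikzf1/4 multiome library, against 65.5 in the control library, over all barcodes. In the cells alone the contrast was smaller, at 207.1 against 88.0 CPM. If the libraries held different shares of male and female nuclei, chromosome X would differ the other way, and its ratio of fragments in CPM (Ikzf1/4 to control) was 0.68 over all barcodes, while in cells chromosome X was at 18443 CPM against 23627 in the control. Single cells did not split as clearly. At least 3 chromosome Y fragments were found in 7.1% of control and 32.7% of Ikzf1/4 cells with at least 5000 fragments. Such a count grows with depth, and these cells were deeper (medians of 10490.5 and 14237 fragments) than those with none (7401 and 9524), and the Ikzf1/4 cells deeper than the control cells, so the 2 shares are not compared. Yet within a library the percent of fragments on chromosome X was alike in cells with and without them (2.27% and 2.36% in the control, 1.85% and 1.82% in the Ikzf1/4 library). A sex difference and other sources cannot be told apart, because few chromosome Y fragments fall in a cell and the labels used here give no sex. An effect of Ikzf1/4 itself was not tested.

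Barcodes over the fragment minimum that failed the enrichment limit were left out of the comparisons of cells, clusters and marker windows, though not of the values given over all barcodes, and they held 16.23% of all fragments in the Ikzf1/4 library against 6.68% in the control. Very large barcodes were among them. At least 100000 fragments each were held by 15 barcodes of the Ikzf1/4 library, of which 8 failed the limit, and by 7 of the control, of which 4 failed. If these were single nuclei sequenced more deeply, their enrichment would be like that of the others. Its median was 3.04 against 19.98 for the others in the Ikzf1/4 library, which argues against that for the set as a whole. Single barcodes of it reached 17.57, so some of them may be nuclei. Free DNA, clumps and damaged nuclei stay open and were not tested.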

How the results depend on the processing

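Tests on the deposited table under other adjustments, the other preset correlations, ranks and filters for lists, the gained and lost peaks at -log10 q of at least 5, and the windows around both gene ends were chosen after the data were seen. The other alternatives were written before the data were examined.

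Of transcripts, edgeR called 3095. DESeq2 called 7372. Its high share of false calls on simulated counts came with few changed transcripts, so it does not give the share among these. Without a low-count filter there were 1849, and against an absolute log2 fold change of 1 there were 57. Limma-voom, other size factors, a mean of at least 1 CPM and counts rebuilt from TPM stayed within 1.5 times. No transcript called both by the edgeR test and by one of these had the opposite sign there. Signs of transcripts called by the edgeR test alone were not compared. Leaving out a library, which leaves fewer samples, gave 728 (without replicate 2 with Ikzf1 and Ikzf4) to 1701 (without replicate 3 of the group with Brn2 and Myt1l alone, BM). The others were 1212 and 1559 without BM replicates 1 and 2, and 1114 and 975 without replicates 1 and 3 with Ikzf1 and Ikzf4. With the replicate number as a block the count was 8. Same-numbered libraries did not deviate together (correlations -0.017, -0.001 and 0.005), so the numbers do not pair the libraries. The paired sign-flip test of peak numbers gave the same difference of 34833.7 with an exact p of 0.5, where 0.25 is the smallest possible. A block does not apply to peak presence.

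Among genes of the authors' deposited table, 5133 were called, and 361 when an absolute log2 fold change over 1 was required as well, by construction. All 28 list results under alternatives stayed on their side of the threshold, and the adjusted p ranged up to 8.69e-06 for interferon response and 0.000298 for fibroblasts.

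The difference in peaks per library was 15408 at -log10 q of at least 5 and 28001.3 at or above the median -log10 q of all peaks (exact permutation p 0.1 each), and ranged from 16985 (without BM replicate 3) to 51356.5 (without BM replicate 1) when a library was left out. Gained and lost peaks were 30344 and 11805. They were 52354 and 29737 with presence in at least 2 of 3 libraries, 11050 and 3383 at -log10 q of at least 5, and 7193 and 2351 with strict peaks for presence. Gained peaks were 17558 with an equal number per library. Leaving out a library gave 31554 to 39990 gained and 12858 to 24847 lost, the highest without BM replicate 3. More were gained than lost in each of these settings.

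At a minimum of 10000 fragments there were 352 control and 387 Ikzf1/4 cells. The share differences were then -9.9 (Muller glia-like), 1.8 (cone-like), 12.7 (bipolar-like) and -13.0 (microglia or other-like) percentage points. At resolution 1.0 the bipolar-like difference was 8.5. There a cluster led by bipolar markers had 2 of 10 at the needed fold and stayed unnamed. Bipolar-like cells fell from 664 to 323 in the control and from 250 to 178 in the Ikzf1/4 library. Unnamed cells rose from 71 to 412 and from 26 to 97, so this shift goes with the naming of clusters. The cause of the bipolar-like difference at 10000 fragments was not tested. Cluster 8 changed its name under several settings. In cells alone the factor window ratios were 0.60 for Ikzf1, 0.82 for Pou3f2 and 0.74 for Myt1l. Of 63 marker window ratios under alternatives, 52 lay inside the interval of the reported ratio, 11 outside, and 0 of those called changed side. Calls changed more often. For the markers whose interval excluded 1, 11 of 42 ratios under alternatives had an interval that included 1. With windows around both gene ends these were Rlbp1 (0.96), Nr2e3 (1.26), Opn1mw (0.75), Tfap2a (1.52), Rbpms (0.87) and Csf1r (1.0), and at 10000 fragments Rlbp1 (0.96), Glul (0.94), Opn1mw (0.83) and Tfap2a (1.11). Tfap2a (1.13) was also among them when scaled to fragments in gene windows. For the markers whose interval included 1, 3 of 21 ratios under alternatives excluded it: Cx3cr1 at 10000 fragments (0.47), and Cx3cr1 (0.72) and Arr3 (0.78) when scaled to fragments in gene windows.

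Not run, because transcripts were not paired with genes: gene-level summing, alternatives for the reprogramming factors, fry, estimated correlation, other scaling, block and leaving out libraries for lists, and agreement with the deposited comparison. Not run, because the build of the peak lists was not stated: genomic location, motifs and peaks near genes. The exon share of factor genes and the promoter-only window need strand and exons and were not run. Depth limits low transcripts most.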

Other observations

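In this part, the tests of peak edges, of the interferon-response list, of transcript splits and of the rods needed for the Opn1sw ratio were chosen after the result was seen. The peak splits, the equal number of peaks, the thinning and the higher fragment minimum were planned before the data were examined, but were taken as tests of an explanation only after the result was seen. The tests of length bias per library and of summed rod windows within cone-like cells were chosen before. Of the 10 splits of the 6 RNA-seq libraries, 1 gave as many called transcripts as the real grouping, the real grouping itself. It gave 3095 and the highest of the others 2. For peaks, 1 of 10 splits gave as many gained and lost peaks, with 42149 in the real grouping and 2203 in the highest other. With 10 splits the share cannot fall below 0.1, so this count could not have excluded chance at 0.05 whatever the values were.

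More peaks were gained than lost (ratio 2.57). With an equal number of peaks per library the ratio was 1.12, but that selection itself pulls the ratio toward 1. Whether the excess of gained peaks comes from unequal numbers of called peaks cannot be told apart from a change in chromatin.

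All of the 6 highest gained peaks were on the chromosomes that carry Ikzf4 and Ikzf1. They lay close together, on chromosome 11 between 11648312 and 11669801 and on chromosome 10 between 128071127 and 128078372. Gene positions of GRCm38.p6 do not apply to these coordinates, so whether these stretches hold Ikzf1 and Ikzf4 was not determined. A candidate explanation is DNA of the added vectors read as open chromatin. Vector DNA would give edges at fixed positions, and the median range of these peaks' edges between the 3 libraries was 0.5 bp, against 70 bp in the next 100 gained peaks. A control with peaks of like score removes most of that contrast: 44 regions present in all 6 libraries had a median edge range of 2 bp, and 13 of them had both edges within 2 bp. Sharp edges therefore go with high scores, and vector DNA and open chromatin at these sites cannot be told apart without exon positions in the build of the lists.

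The interferon-response list was lower in the authors' deposited table. A shift of all genes from the scaling would move matched random lists alike, and the medians of 95% of these lay between -0.11 and 0.10, against -0.75 for the list. This argues against such a shift. A lower response in these cells is a hypothesis, and differences between cultures stay open.

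Longer genes were more often higher in the authors' deposited table: 6.2% in the shortest of 10 equal groups by genomic span (GRCm38.p6) and 25.7% in the longest. The share called lower was 8.8% in the shortest group and between 13.7% and 18.7% in the others, without a steady rise, while the share called higher was 9.7% in the next shortest group. The shortest group had a median mean count of 36.8, against 725.9 in the longest, so part of the contrast between the end groups is fewer calls of either sign there. Span and log2 fold change had Spearman's rho 0.097 across genes, which are not independent replicates. The share called higher also differed within levels of expression, for example 11.6% of short and 29.7% of long genes in the highest of 5 equal groups. A length bias that varies between libraries may contribute. The difference in expression between the longest and shortest transcripts set the libraries of both groups apart by a gap of 0.088 (log2), less than the range of 0.15 among the libraries without Ikzf1 and Ikzf4 and more than the range of 0.044 among those with both. The group means were -0.114 and 0.056, with no overlap of the groups. A length bias and a biological effect on long genes cannot be told apart.

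Unequal depth of cells was tested for the share differences in the multiome. With each cell thinned to 3000 fragments the Muller glia-like difference was -15.0 percentage points, and at a minimum of 10000 fragments it was -9.9 with a rod-like difference of 12.5. The microglia or other-like difference was -3.0 (-4.4 to -1.2) after thinning and -13.0 (-17.4 to -9.0) at the higher minimum. This argues against depth as the whole cause for these classes. The cone-like difference stayed at 6.1 after thinning but was 1.8 (-4.4 to 7.9) at 10000 fragments, so for this class the choice of cells by depth cannot be told apart from other causes. The bipolar-like difference was 0.7 after thinning and 12.7 at 10000 fragments. Differences between animals, dissection or sorting cannot be told apart from Ikzf1/4, with 1 library per group.

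Within cone-like cells, the summed windows of the 9 cone markers outside chromosome X were lower in the Ikzf1/4 library, with a ratio of 0.85 (0.80 to 0.91). The ratios of single markers had a median of 0.84 and ran from 0.31 to 1.19, so not all were lower. Opn1sw was the lowest of them (0.31, 0.20 to 0.46). Rod nuclei or rod DNA among these cells would raise rod windows there. For the Opn1sw ratio, rods would have to make up at least 54.0% at the level of the rod-like cells. That share would give ratios of at least 4.3 for Nrl and 1.96 for Nr2e3, above the observed 1.30 (0.79 to 2.13) and 1.21 (0.91 to 1.61). This argues against rods as the whole cause for Opn1sw. For the cone markers together a share of 9.0% would do, with ratios of at least 1.55 for Nrl and 1.16 for Nr2e3, which lie inside those intervals. The same intervals also hold ratios without any rise, so the windows of Nrl and Nr2e3 do not decide. From 595 CPM in the control's cone-like cells, that share would give the summed rod marker windows a ratio of at least 1.18. The observed ratio was lower, at 0.91 (0.83 to 0.99). This argues against rods at the level of the rod-like cells as the whole cause for the summed cone markers. A smaller part played by rods cannot be told apart from a change in the cone-like population. A difference between animals or dissections stays open for Opn1sw and for the summed cone markers.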
